# The LARK RNA-Binding Protein Selectively Regulates the Circadian Eclosion Rhythm by Controlling E74 Protein Expression

**DOI:** 10.1371/journal.pone.0001107

**Published:** 2007-10-31

**Authors:** Yanmei Huang, Ginka Genova, Mary Roberts, F. Rob Jackson

## Abstract

Despite substantial progress in defining central components of the circadian pacemaker, the output pathways coupling the clock to rhythmic physiological events remain elusive. We previously showed that LARK is a Drosophila RNA-binding protein which functions downstream of the clock to mediate behavioral outputs. To better understand the roles of LARK in the circadian system, we sought to identify RNA molecules associated with it, in vivo, using a three-part strategy to (1) capture RNA ligands by immunoprecipitation, (2) visualize the captured RNAs using whole-genome microarrays, and (3) identify functionally relevant targets through genetic screens. We found that LARK is associated with a large number of RNAs, in vivo, consistent with its broad expression pattern. Overexpression of LARK increases protein abundance for certain targets without affecting RNA level, suggesting a translational regulatory role for the RNA-binding protein. Phenotypic screens of target-gene mutants have identified several with rhythm-specific circadian defects, indicative of effects on clock output pathways. In particular, a hypomorphic mutation in the E74 gene, *E74^BG01805^*, was found to confer an early-eclosion phenotype reminiscent of that displayed by a mutant with decreased LARK gene dosage. Molecular analyses demonstrate that E74A protein shows diurnal changes in abundance, similar to LARK. In addition, the *E74^BG01805^* allele enhances the lethal phenotype associated with a *lark* null mutation, whereas overexpression of LARK suppresses the early eclosion phenotype of *E74^BG01805^*, consistent with the idea that E74 is a target, *in vivo*. Our results suggest a model wherein LARK mediates the transfer of temporal information from the molecular oscillator to different output pathways by interacting with distinct RNA targets.

## Introduction

The circadian system of living organisms consists of three formal components: a molecular oscillator that generates and maintains circa 24-hour rhythms, input pathways that synchronize (i.e., entrain) the intrinsic pacemaker to environmental cues, and output pathways that couple the clock to individual physiological processes. In recent years, there has been significant progress towards understanding clock entrainment mechanisms and the molecular [1], [2] and cellular [3], [4] elements of neural pacemakers; however, clock output mechanisms are still poorly understood [5]. Peptidergic clock output factors [6]–[9] have been identified in mammals and insects, but neither the intracellular signaling pathways regulating rhythmic peptide release nor the target cells of such peptides have been well delineated [5], [10]–[14]. Initial approaches to identify clock output pathways utilized subtractive hybridization procedures in *Neurospora* to define clock-controlled genes (CCGs, [10], [15]). More recent approaches have utilized microarray-based, genome-wide expression profiling studies to define CCGs, and these have revealed hundreds of genes that are transcribed in a circadian manner [16]–[22]. However, there is great variation among the microarray-based studies with regard to identified CCGs. In addition, such an approach is inherently limited to the identification of “cycling RNAs” and does not define clock-controlled changes in RNA translation or protein stability events. Importantly, recent studies found that approximately 20% of soluble proteins assayed in mouse liver extracts are under circadian control, but at least half of the corresponding RNAs encoding these proteins do not cycle in abundance [23], consistent with previous results suggesting an important role for post-transcriptional regulation in circadian control.

Several RNA-binding proteins with presumed post-transcriptional roles in the circadian system have been defined [24]–[27]. A Drosophila RNA-binding protein known as LARK exhibits circadian changes in abundance and is thought to function downstream of the molecular oscillator to mediate behavioral outputs [25], [28], [29]. LARK is in the RNA Recognition Motif (RRM) class of RNA binding proteins, and more specifically defines a class of RRM proteins containing a retroviral-type zinc finger [24]. Members of the RRM protein family are known to function in many different post-transcriptional regulatory processes, including the control of RNA splicing, intracellular transport, stability and translation [30]. In order to better understand the roles of LARK in the Drosophila circadian system, we have utilized a biochemical approach coupled with phenotypic screens of mutants to identify in vivo RNA targets of LARK. We report here that a large number of different RNAs are associated with LARK, in vivo, including several with known circadian functions. As proof of principle for our approach, we present an analysis of one target-expressing gene–Eip74EF (aka E74)– and show that it has an important role in the circadian control of population eclosion.

## Results

### LARK is associated with many different RNAs in the Drosophila central nervous system

We employed a “Ribonomics” approach [31] to identify RNAs that are associated with LARK *in vivo*. Our techniques were based on those of Tenenbaum et al (2002) but they differed from the previously published methods in several ways (see Materials and Methods). In our studies, LARK-containing ribonucleoprotein complexes (LARK-RNPs) were precipitated from lysates of hand-dissected pharate adult brains using an affinity-purified anti-LARK antibody ([25]; see Materials and Methods). A portion of each lysate was saved prior to immunoprecipitations (IPs) in order to measure the relative abundance of transcripts in a total RNA sample. RNAs extracted from the immunoprecipitated (IP) and total RNA samples were labeled and hybridized to Drosophila whole-genome gene microarrays; signal intensities for individual genes were compared between samples to identify those RNAs that were enriched by immunoprecipitation (relative to their abundances in total RNA). RNAs that were selectively enriched in the IP samples were considered to be potential targets of the RNA-binding protein. Microarray data analysis and the criteria for identification of LARK targets are discussed in greater detail in the Materials and Methods.

We identified 144 and 151 putative LARK targets, respectively, in two independent experiments (Table S1), with 79 targets in common between the experiments (see GEO series accession numbers GSE6420 and GSE6418). We note that RNA samples employed in several control experiments, in which the LARK antibody was not present (beads only), did not reveal selective enrichment of specific RNA molecules (data not shown), indicative of specific binding. It is worth mentioning that a mammalian homolog of LARK, the mouse RBM4 protein (mLARK), has six known targets [32] and two of the mLARK targets, calmodulin and flotillin, were also identified in our experiments as targets of fly LARK (dLARK). Two other targets of mLARK, RhoC and RpL27A, have counterparts in the dLARK target collection: the dLARK targets sar1 and R both encode GTPases with similarity to RhoC, whereas CG9354 and CG9282 encode components of the large subunit of the ribosome (RpL34 and RpL24, respectively).

### LARK target RNAs share common sequence and organizational features

Sequence analysis of the putative LARK targets identified in either immunoprecipitation experiment revealed that many of them contain one or several A-rich regions within the 3′ UTR. For the targets from experiment one that contain an annotated 3′UTR longer than 15-nucleotides, 77.7% (73 out of 94) contain an A-rich region. Similar results (63.0%, or 80 out of 127) were observed in experiment two (Figure 1C). These blocks of sequence were observed to be at least 15 bases in length with 75% of the sequence containing A residues; in many cases, there were intervening C or G bases within the A-tract. In addition, the A tracts often contain one or more copies of an “ACAAA” motif (Figure 1B). These A-rich tracts were found to be located within the 3′ UTR but not in any particular position relative to the poly(A) recognition signal (AATAAA). As shown in Figure 1C, such A-rich blocks of sequence are not present at a high frequency in the 3′UTRs of either brain total RNAs (16.2%, 320/1975 for experiment one and 19.2%, 289/1506 for experiment two) or RNAs randomly sampled from the genome (16.7%, 127/765). While we do not know the function of these A-rich tracts, we note that a similar A-rich sequence is found in a circadian target of the mouse mLARK protein [33].

**Figure 1:**
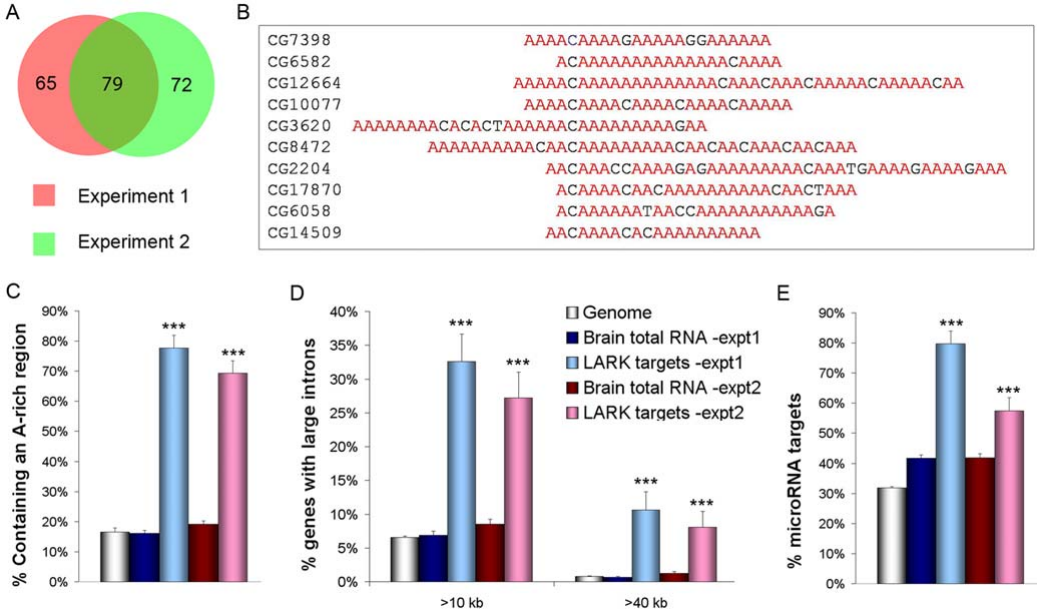
Identification of potential LARK target RNAs from the pharate adult fly brain. A) Number of putative target RNAs identified in two independent immunoprecipitation experiments. The overlapping area of the Venn diagram represents the number of targets common to both experiments. B) 3′UTR sequences of LARK target RNAs that contain A-rich elements with one or more “ACAAA” motifs. C–E) Comparison of the frequencies of particular sequence features in the entire Drosophila genome, in brain RNAs (those detected in brain total RNA), and0 in LARK targets. C) Frequencies of targets containing an A-rich region. D) Frequencies of target genes containing a large intron; E) Frequencies of targets containing miRNA binding sites. *** p<0.001 based on Chi-square test for equality of distributions. Error bars represent standard error of the binomial distribution.

An interesting organizational feature of the transcription units expressing LARK target RNAs is the presence of at least one large intron. Our survey found that 6.5% of the intron-containing genes in the entire Drosophila genome contain an intron larger than 10 kb; a similar proportion (6.9% to 8.5%) is observed for genes expressed in the pharate adult brains (Figure 1D). In contrast, 32.6% and 27.2% of the intron-containing genes from the LARK target sets (from the two different experiments) contain at least one large intron (significantly different, p<0.001 based on Chi-square test for equality of distributions; Figure 1D).

It is also of interest that many of the LARK RNA ligands appear to be targets of microRNAs (miRNAs). miRNAs are small RNA molecules that repress mRNA translation in a sequence-specific manner [34]. It is not surprising that neurally expressed RNAs are targeted more frequently by miRNAs; such RNAs are often present in locations (axons, dendrites) distant from the nucleus and regulated acutely by post-transcriptional mechanisms [35]. However, LARK target RNAs contain miRNA binding sites at a significantly higher frequency than brain total RNA samples. A search of the Drosophila miRNA database [36], for example, indicated that 79.8% of the LARK targets from experiment one contain binding sites for miRNAs, whereas only 41.8% of mRNAs detected in the total RNA sample contain such sites. Similarly, miRNA binding sites are present at increased frequency in the LARK targets identified in experiment two (Figure 1E).

### LARK overexpression increases the abundance of certain target-encoded proteins

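Adult head RNA was compared between flies in which elav-gal4, a driver active in all neurons, switched on a UAS-lark transgene and flies that carried the driver alone. Flies of both sexes were reared at 25°C in cycles of 12 h light and 12 h darkness and collected at ZT6, which is 6 h after lights-on. By the series' description, a single RNA sample per genotype was labeled and hybridized 3 times, which gave 3 arrays for each genotype. On that description the tests compare 1 RNA sample with 1 other against labeling and hybridization spread and do not measure the spread between flies. LARK overexpression array 1 correlated at 0.877 and 0.892 with arrays 2 and 3 of its genotype, and at 0.912 with control array 1. LARK overexpression arrays 2 and 3 correlated at 0.946, and pairs of control arrays at 0.921 to 0.931. On centered arrays, 192 probe sets were over 4-fold higher and 48 over 4-fold lower on LARK overexpression arrays 2 and 3 than on array 1. For the control arrays these were 27 and 14. That the LARK overexpression arrays share 1 RNA sample was therefore not established from the values, and the standard errors may hold more than labeling spread. Arrays with the same replicate number were hybridized on the same day and carry the same scaling, with 2% trimmed mean signals of 150, 85 and 100 for replicates 1, 2 and 3. The number of arrays limits the precision.
The overexpressed gene itself, lark, read 191 ± 64.8 (SD, n = 3 arrays) with LARK overexpression and 191 ± 33.6 (SD, n = 3 arrays) in the control. This is a log2 difference of -0.03 (standard error 0.45, adjusted p = 0.9993 from limma), or 0.17 after centering each array on its median. The files do not say whether the probes of this set lie within the transgene's cDNA, so the value does not check the genotype labels.
The deposited signals are linear intensities, for which the submitters' processing notes name MAS5, whereas the paper's methods describe GCRMA. They were used as log2 values here. As in the paper, probe sets above 40 on at least 1 array were kept, which left 9432 of 13966. Between 6312 and 8132 probe sets were above 40 on a LARK overexpression array, and between 6708 and 8555 on a control array. Genotypes were compared with a linear model in limma, and a change was called at an adjusted p under 0.05. Centering the arrays moved the median log2 difference of the kept probe sets from -0.07 to 0.13, so small differences depend on the scaling.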

To determine whether a change in LARK abundance altered target RNA levels, we queried whole genome microarrays with total RNA samples from *elav-gal4/+; UAS-lark*/+ flies (pan-neuronally overexpressing LARK) and *elav-gal4*/+; +/+ (control) flies, respectively. We found that for experiment one, only 14.6% (21/144) target RNAs show greater than a two-fold change (increased or decreased) in abundance when LARK is overexpressed. 

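Targets of experiment 1 that differed most with LARK overexpression included Lk6, a kinase of the translation factor eIF4E, and Syn, which encodes the synaptic vesicle protein synapsin. The signal of Lk6 was 216 with LARK overexpression and 672 in the control, a log2 difference of -1.71 (standard error 0.49, n = 3 arrays per genotype, adjusted p = 0.0985 from limma). For Syn the signals were 92.3 and 275, a log2 difference of -1.43 (standard error 0.52, adjusted p = 0.241 from limma). On the other side, CG33171 had a log2 difference of 1.66 (standard error 0.51, adjusted p = 0.135 from limma). The POU-domain transcription factor gene acj6 had a log2 difference of 1.15 (standard error 0.52) at mean signals of 31.5 and 12.7, which became 0.10 when values under 40 were set to 40. All 4 genes kept their direction on the 3 days. In total 7 of the 144 target genes differed more than 2-fold, 5 of them higher and 2 lower with LARK overexpression (4.86%, exact 95% confidence interval 1.98 to 9.76%). The interval takes genes as independent, although they were measured on the same arrays, and leaves out the spread between arrays and flies. Leaving out 1 array gave 4.17 to 11.8%. The count takes only genes above 40 on at least 1 array. Of these 142, 91 had a log2 difference above 0 and 51 below 0. None of them passed limma's test, and none passed when adjusted over the list alone, while 5 of their 144 probe sets had an unadjusted p under 0.05. With a replicate block 0 genes passed and 38 probe sets had an unadjusted p under 0.05. The block with an intensity trend and robust prior, a setting chosen after seeing the data, called 15 genes (8 higher and 7 lower). The count over 2-fold was 12 with each array centered on its median, 3 after adding 16 to each value, 15 without LARK overexpression replicate 2 and 17 without control replicate 1. When 1 array is left out the day scalings no longer cancel, and 13 of these 15 and 16 of these 17 were higher.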

A similar result (16.6% or 25/151) was observed for the targets identified in experiment two. Thus, for the majority of the targets, there is not a significant effect of LARK overexpression on RNA abundance, as assayed by microarray analysis. 

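Among the targets of experiment 2, 11 of 151 genes differed more than 2-fold, 6 higher and 5 lower with LARK overexpression (7.28%, exact 95% confidence interval 3.69 to 12.7% with genes taken as independent). The lower ones included DopEcR, which encodes a receptor for dopamine and ecdysone, with a log2 difference of -1.28 (standard error 0.51, n = 3 arrays per genotype, adjusted p = 0.315 from limma). Spn had a log2 difference of -1.15 (standard error 0.54) at mean signals of 20.5 and 45.2, and the translational repressor gene pum -1.13 (standard error 0.52) at 39.5 and 75.7, which became -0.30 and -0.63 with a floor at 40. The higher ones included CG8788, at signals of 1920 and 700 and a log2 difference of 1.43 (standard error 0.48, adjusted p = 0.187 from limma), and CG9701, with a log2 difference of 1.39 (standard error 0.47, adjusted p = 0.195 from limma). East, a target in both experiments, had a log2 difference of 1.12 (standard error 0.44, adjusted p = 0.308 from limma). DopEcR, Spn, pum, CG8788 and CG9701 are the names that the array annotation gives to probe sets that Table S1 lists beside other gene symbols. Of the 147 genes above 40 on at least 1 array, 83 lay above 0 and 64 below. By limma 0 genes passed, also when adjusted over the list alone, with 7 of 150 probe sets at an unadjusted p under 0.05. A replicate block likewise passed 0 genes, with 39 probe sets at an unadjusted p under 0.05, and adding a trend and robust prior to it called 15 (8 higher, 7 lower). The count over 2-fold was 7 after quantile normalization or a floor at 40, 3 after adding 16, 18 without LARK overexpression replicate 1 and 18 without control replicate 2. In the last 2 settings the day scalings no longer cancel, and 12 and 15 of the 18 were lower.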

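E74 (Eip74EF), an ecdysone-induced transcription factor gene, read 160 ± 46.5 (SD, n = 3 arrays) with LARK overexpression and 90.5 ± 41.8 (SD, n = 3 arrays) in the control. Its log2 difference was 0.88 (standard error 0.49), higher on 3 of 3 days, with an adjusted p = 0.603 from limma and 0.268 with a replicate block. Vap-33-1 read 144 ± 67.8 and 115 ± 64.8 (SD, n = 3 arrays each), a log2 difference of 0.35 (standard error 0.54, adjusted p = 0.9993 from limma). Among fly counterparts of mouse LARK targets, calmodulin (Cam) had a log2 difference of -0.56 (standard error 0.46), flotillin (Flo2) 0.41 (standard error 0.53), Sar1 0.02 (standard error 0.45) and the GTPase gene R 0.82 (standard error 0.45). RpL34b and RpL24 had log2 differences of -0.14 and -0.06, which became 0.06 and 0.14 with centered arrays. The cAMP phosphodiesterase gene dnc had a log2 difference of 0.45 and the phosphatase gene flw 0.06. The clock kinase gene dco had a log2 difference of 0.22 at the probe set that the array annotation gives it and Table S1 lists beside SoxN. The probe set that Table S1 lists beside dco, which the annotation used here does not name, had -0.62 (standard error 0.59). The 3 probe sets of norpA, a phospholipase C gene of the eye, had log2 differences of -0.43, 0.65 and 0.42. None of these targets passed limma's test.
Over both experiments, 210 of 216 target genes were above 40 on at least 1 array, and 16 genes differed by more than 2-fold (7.41% of 216, exact 95% confidence interval 4.29 to 11.8% with genes taken as independent). The 6 genes at most 40 on all arrays were not tested and are not counted as changed; 1 of them, kek5, had a log2 difference of -1.03 at mean signals of 7.03 and 16.8. Of the 79 genes shared by the experiments, 2 differed by more than 2-fold, East and CG14191, the latter named after its value was seen. The share over 2-fold lay at percentile 13.4 for experiment 1 and 63.8 for experiment 2 among 10000 random lists of other probe sets of like signal. For experiment 1 this percentile was 0.35 without LARK overexpression replicate 1 and 97.6 without LARK overexpression replicate 2. The day scalings do not cancel in these 2 settings, and the median log2 difference of the kept probe sets was -0.34 and 0.13. The median log2 difference of the target probe sets was 0.15 in experiment 1 and 0.08 in experiment 2, at percentiles 100 and 99.3 of the random lists, whose medians lay around -0.01. By camera, a set test with a preset correlation of 0.01, the lists had an adjusted p = 0.0536 and 0.273, or 0.00797 and 0.25 with a replicate block. With an estimated correlation the adjusted p was 0.991 for both, and no gene list tested here passed with it.
From the small share of targets whose level changed, the paper concludes that for most of them LARK overexpression has no significant effect on RNA abundance.

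**Figure D1:**
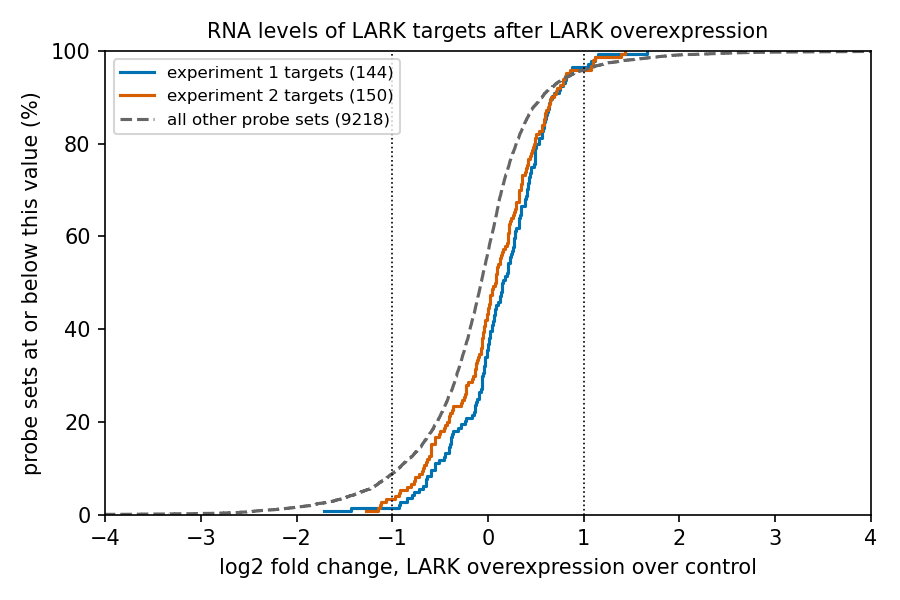
Cumulative share of probe sets (%) against the log2 difference between LARK overexpression and control for the 144 probe sets of experiment 1 targets, the 150 of experiment 2 targets and all other kept probe sets. The dotted lines mark a 2-fold difference in either direction; most of each target curve lies between them, and both target curves lie to the right of the other probe sets around a log2 difference of 0.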

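Of 31 measured neuron and synapse genes, 3 fell with LARK overexpression (4 when adjusted over the list alone) and 28 did not pass the test. VGlut, the vesicular glutamate transporter gene, fell by 2.50 on the log2 scale (standard error 0.51, adjusted p = 0.0233 from limma, n = 3 arrays per genotype), or by 1.60 with a floor at 40, since it was at most 40 on all LARK overexpression arrays. The synaptic vesicle gene nSyb fell by 2.01 (standard error 0.45, adjusted p = 0.0357 from limma), and Gad1, which makes GABA, fell by 2.01 (standard error 0.47, adjusted p = 0.0416 from limma). With a replicate block the adjusted p was 0.0981, 0.0856 and 0.0783, which ends each call, and 0.0102, 0.00328 and 0.00301 for the block with an intensity trend and robust prior, chosen after seeing the data, which keeps it. The list as a whole had 16 genes above 0 and 15 below, a median log2 difference of 0.01 and a camera adjusted p = 0.29; ChAT, Syx1A and Rdl had log2 differences of 0.37, 0.49 and 0.29, and were named after their values were seen. The 3′ to 5′ signal ratio of the eIF-4a control transcript, a sign of RNA quality, parted the arrays of the genotypes in the same way, at 6.28 ± 0.24 (SD, n = 3 arrays) with LARK overexpression and 2.88 ± 0.12 (SD, n = 3 arrays) in the control. Of 26 measured genes of a list for the gut and reproductive tract 6 rose, and 15 when adjusted over the list alone. The list holds 15 digestive enzyme, 5 eggshell and 4 testis genes, and 2 adult cuticle protein genes (Acp1 and Acp65Aa) that its name prefix also matched; all 6 rises are digestive enzymes. Among them were the trypsin genes alphaTry and betaTry, the maltase gene Mal-A1 and the protease genes Jon99Fii and Jon25Biii. These are not all of the 6 rises. The genes named here were at most 40 on every control array, so the sizes of their rises are not measured well. Their log2 differences were 4.02 (standard error 0.95), 3.10 (standard error 0.74), 3.79 (standard error 0.59), 3.32 (standard error 0.75) and 3.71 (standard error 0.86), and 2.33, 2.05, 2.70, 2.45 and 1.30 with a floor at 40. The block ends these calls too (adjusted p = 0.208, 0.171, 0.107, 0.188 and 0.0981). With the trend and robust prior added, Jon25Biii alone of the genes named here passed (0.0334), while 6 genes of the whole list were called higher. The median log2 difference of the list was 1.66, with or without the cuticle genes (camera adjusted p = 1.2e-18, 4.1e-08 with a replicate block, and adjusted p = 0.293 with an estimated correlation). By name 57 genes of the list were on the array, and the 26 measured ones are those above 40 on at least 1 array. Genes at most 40 on every control array passed this filter only by their LARK overexpression signal, which can raise the median and the set test. Of 18 immune genes 0 passed limma's test and 4 passed when adjusted over the list alone, with a median log2 difference of 0.89 (camera adjusted p = 3.5e-08, 4.0e-05 with the block, and adjusted p = 0.863 with an estimated correlation). The antimicrobial peptide gene Mtk had a log2 difference of 1.43 (standard error 0.55).
The flight muscle gene fln rose by 4.80 (standard error 1.06, adjusted p = 0.0329 from limma), or by 3.16 with a floor at 40, 1 of 17 muscle genes past the test and 3 when adjusted over the list alone. Cyp4g1 also rose by limma (5.09, standard error 1.22, adjusted p = 0.0453, or 3.23 with the floor), but it was higher on only 2 of 3 days and lower on day 1. Other rises were Fbp1 (2.78, standard error 0.65), Obp99b (2.72, standard error 0.61) and e (2.54, standard error 0.52), which encodes an enzyme of pigment and amine metabolism in glia and cuticle. With the block the adjusted p was 0.212 for fln, 0.248 for Cyp4g1, 0.122 for Fbp1, 0.146 for Obp99b and 0.140 for e, and none of these passed with the trend and robust prior either. CG10911, CG4650, dyw, CG4363 and CG13722 were among the 10 largest rises in which the arrays of the genotypes did not overlap. They were at most 40 on every control array, and their log2 differences of 4.70, 4.32, 3.92, 3.91 and 3.57 became 2.32, 0.14, 2.80, 0.67 and 1.58 with the floor. The median of the gut and reproductive tract list was 0.34, 2.04 and 1.53 on days 1, 2 and 3, that of the immune list -0.04, 1.23 and 1.21, and that of the muscle list -0.20, 0.17 and 0.38. On LARK overexpression array 1 alphaTry read 13.4 and fln 20.6, against 429 and 1243 on array 3, while Mal-A1 read 95.8 on array 1 and at most 24.6 in the control. Of the 26 genes of the list 17 were higher on all 3 days, 13 of them digestive enzyme genes. The 10 largest falls without overlap were those of CG31998, Cip4, the neuronal transcription factor gene onecut, CG42540, CG42748, IA-2, CG17816, teq, rno and CG34398. All 10 were at most 40 on every LARK overexpression array, so the size and order of these falls are not measured well. With a floor at 40 the log2 difference was -2.27 for IA-2, -1.94 for CG42540, -1.35 for onecut, -0.66 for CG31998, -0.11 for Cip4 and -0.14 for CG34398, against -3.81, -4.01, -4.08, -4.60, -4.20 and -3.54 without it.
In all, 32 probe sets rose and 114 fell, 146 of 9432 and none a target. The falls were 78.1% of the calls, a share that depends on the setting: 91.7% without a filter, 91.5% after quantile normalization, 53.3% after adding 16, 49.5% with a filter above 100, 44.1% without control replicate 1, and 26.2% on days 2 and 3 alone, a setting chosen after seeing the data. In 100 of the 114 falls all LARK overexpression arrays were at most 40, and in 23 of the 32 rises all control arrays were. A floor at 40 called 0 probe sets by limma (811 at an unadjusted p under 0.05), and a replicate block called 0 as well (smallest adjusted p 0.0783, 1903 at an unadjusted p under 0.05), while the block with an intensity trend and robust prior called 142 higher and 429 lower.

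**Figure D2:**
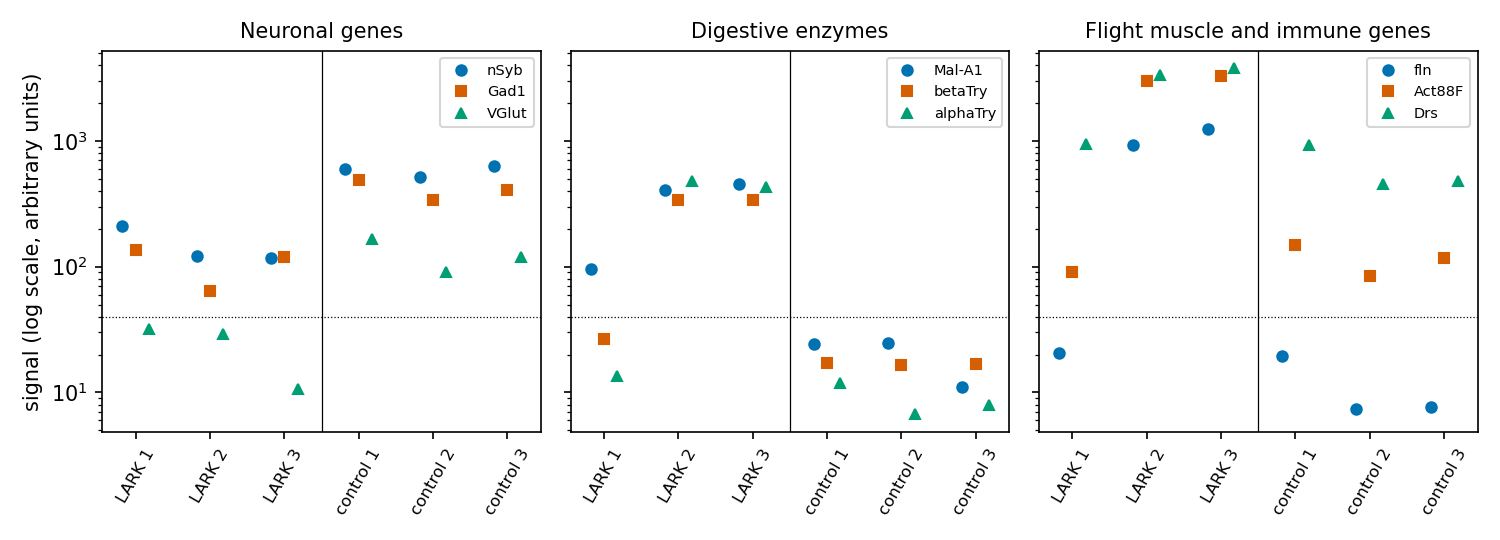
Signal on a log scale (arbitrary units) of 3 neuronal genes, 3 digestive enzyme genes, and flight muscle and immune genes (fln, Act88F and Drs), with 1 point per array. Act88F and Drs were picked outside the rule for named genes that was set before the data were examined. The dotted line marks a signal of 40. VGlut, nSyb and Gad1 are lower on all 3 LARK overexpression arrays than on the 3 control arrays, whereas fln, Act88F and the trypsin genes are high on LARK overexpression arrays 2 and 3 and near the control level on array 1.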

We note that there were other RNAs, besides potential targets, which displayed significant changes in abundance in response to LARK overexpression (GEO accession number: GSE6420); these may be expressed from genes downstream of LARK. Presumably they are in some way indirectly regulated by LARK. They have not been further studied.

We next asked whether LARK might influence the translation of particular target RNAs by performing immunoblotting experiments for two target-encoded proteins, Vap33-1 and E74A, for which antibodies were available. As shown in Figure 2, we found that the overexpression of LARK significantly increased the abundance of both proteins. However, whereas protein abundance increased for these targets, LARK overexpression had no significant effect on RNA abundance.

**Figure 2:**
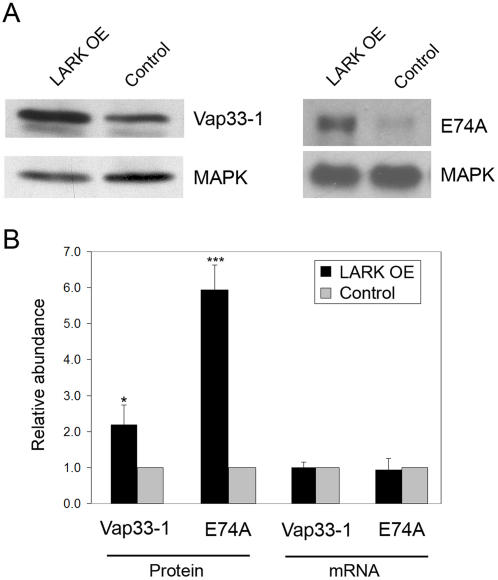
Overexpression of LARK alters the abundance of proteins encoded by two target RNAs without affecting steady-state RNA abundance for the targets. A) Representative Western blots showing the abundance of proteins encoded by two LARK targets, Vap33-1 (left) and E74A (right), in flies overexpressing LARK (LARK OE) versus control flies. B) Quantification of relative protein amount and RNA level for the two target genes. RNA and protein samples were collected at ZT6, a time at which LARK abundance is high. Protein abundance was normalized to that of MAP Kinase (MAPK). RNA levels were normalized to *Ribosomal protein 49* (*rp49*). * n = 5, p<0.05; *** n = 7, p<0.001 based on Student's t-test. Error bar represents SEM.

### Certain target-encoded proteins have circadian functions

Four of the LARK targets, *dunce* (*dnc*), *No Receptor Potential A* (*NorpA*), *flap wing* (*flw*) and *discs overgrown* (*dco,* a.k.a *double time, dbt*), have been shown in previous studies to be relevant for circadian functions [37]–[42]. In order to identify additional targets that might mediate circadian function(s) of LARK, we obtained and began screening available mutants for the 216 putative target genes; currently, mutants are available for 178 (82%) of this gene collection. We decided to screen mutants of all presumptive LARK targets, because of the concern that a phenotypic screen of only the 79 common genes (observed in both experiments) might miss *bona fide* target molecules. At present, we have assayed eclosion rhythms or locomotor activity rhythms for mutants of 69 genes or 14 genes, respectively. This ongoing screen has validated our biochemical genetic approach and identified several new mutants with defective eclosion or activity rhythms. These include mutants of the *Ecdysone-induced-protein 74EF* (*Eip74EF*, a.k.a. *E74*) gene. Interestingly, the E74 transcription unit displays features common to other potential LARK targets: it contains an A-rich element in the 3′UTR, the transcription unit contains a large ∼37-kb intron, and the 3′UTR contains binding sites for several miRNAs including miR-34, miR-9b, miR312, miR275, and miR-iab-4-5p. We note that *E74* was identified in only one of the two immunoprecipitation experiments, justifying the behavioral screen of mutants representing all presumptive target genes. We have characterized *E74* mutants in more detail as a proof of principle for our biochemical approach that identified LARK target RNAs.

### *E74*, a gene with a role in the circadian control of eclosion

The *E74* locus is known to be essential for ecdysis in *Drosophila* (reviewed in [43]–[45]). Loss-of-function alleles of *E74* cause a failure of ecdysis and thus lethality [46]. In our phenotypic screen, populations homozygous for *E74^BG01805^*, a viable insertion allele, displayed a striking early-eclosion phenotype, reminiscent of the phenotype reported for a strain with decreased *lark* gene dosage [47]. In the *E74^BG01805^* homozygous population, eclosion commenced just after the lights-off signal (ZT12)–many hours earlier than normal–when populations were entrained to a cycle consisting of 12 hours of light and 12 hours of dark (LD 12∶12). Reproducibly, the mutant eclosion profile was observed to have two peaks: a minor one at ZT16 and a major peak after the lights-on signal (between ZT 0 and 2; Figure 3A). In the mutant population, 54.3% of the adults eclosed prior to lights-on, compared to 21.5% in the control population (Figure 3E). A similarly abnormal pattern of eclosion was observed for the mutant in free-running (constant dark or DD) conditions following entrainment to LD 12∶12 (Figure 3C and 3E). Moreover, transheterozygous populations carrying *E74^BG01805^* in trans to a chromosome deletion uncovering the *E74* region [Df(3L)81k19, breakpoints 73A3; 74F1-4] displayed a severe eclosion phenotype, in which the majority of flies eclosed during the night portion of the cycle (Figure 3D and 3E). This result maps the factor causing the behavioral phenotype to the 73A3 to 74F1-4 genomic interval, which contains the *E74* locus, and suggests that *BG01805* is a hypomorphic allele of *E74*. Finally, excision of the P-element in the *E74^BG01805^* strain completely restored wild-type eclosion rhythms (Figure 3B and 3E), demonstrating that the P-element insertion causes the mutant phenotype.

**Figure 3:**
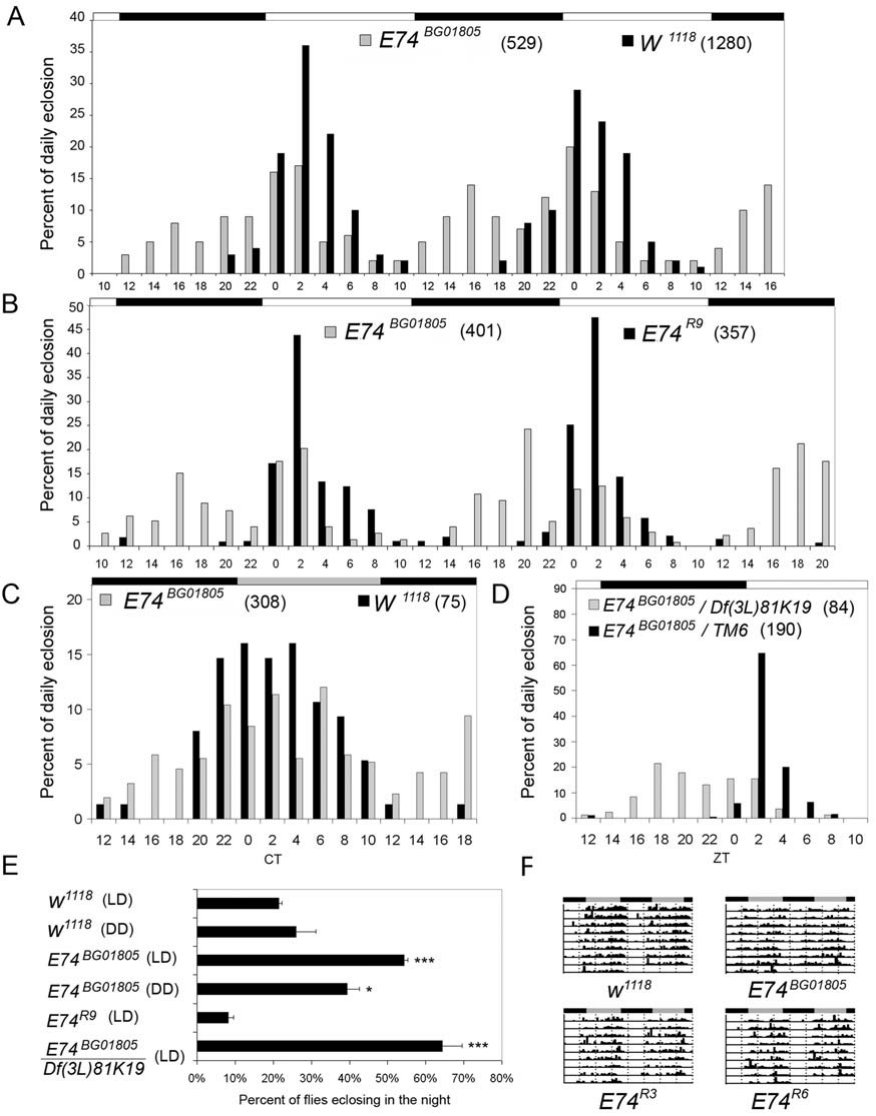
A hypomorphic mutation of the *E74* gene results in an early-eclosion phenotype but does not affect locomotor rhythmicity. A) LD eclosion profiles for control and *E74^BG01805^* homozygous populations. B) Eclosion profiles of *E74^BG01805^* mutant and revertant (*E74^R9^*) populations in LD. Excision of the P-element completely restored the wild-type eclosion profile. Similarly, reversion to the wild type was seen with two other independent P-element excision strains, *E74^R3^* and *E74^R6^* (not shown). C) Eclosion profiles for control and *E74^BG01805^* mutant populations in DD. D) Severe early-eclosion phenotype of transheterozygotes carrying *E74^BG01805^* in trans to a deletion of the gene [Df(3L)81K19]. E) Quantification of the percentage of flies eclosing between ZT10 and ZT22 for various genotypes. * P<0.05, *** P<0.0001 compared to *w^1118^*, based on Chi-sqare test for equality of distributions. F) Representative actograms for *w^1118^, E74^BG01805^*, and revertant males. In all panels of this figure, the light/dark schedule employed for entrainment is indicated by the horizontal white and black bars (LD); DD is indicated by gray and black bars. The total number of flies that eclosed during the experiments are indicated in parentheses for each genotype. Error bars represent standard errors of the binomial distributions.

The *E74^BG01805^* mutation has rhythm-specific effects on circadian periodicity; it dramatically alters the gating of eclosion but does not affect the daily phasing of locomotor activity (Figure 3F). Nevertheless, even after outcrosses to minimize genetic background differences between mutants and two different revertant strains (bearing excision chromosomes lacking the P element), we observed small, albeit statistically significant, effects of the *E74^BG01805^* mutation on the activity rhythm. Circadian period was slightly short for the mutant compared to one revertant line, whereas rhythmicity index (RI) was slightly decreased compared to either revertant (Table 1). However, these differences are extremely small (on the order of ∼15 min for circadian period) and unlikely to be biologically meaningful.

**Table 1:** Average rhythmicity index (RI) and period length for wild-type, E74^BG01805^ mutant and revertants.

Genotype	Average Rythmicity Index (RI)	Average Period (hour)
*w^1118^*	0.61±0.01	23.91±0.04
*E74^BG01805^*	0.46±0.02 *	23.66±0.06 **
*E74^R3^*	0.57±0.01	23.91±0.04
*E74^R6^*	0.52±0.02	23.80±0.04

* P<0.001 compared to *E74^R3^*, or P<0.05 compared to *E74^R6^* based on Student's t-test,

** P<0.001 compared to *E74^R3^* based on Student's t-test. n = 30 for *w^1118^*, n = 32 for *E74^BG01805^*, *E74^R3^*, and *E74^R6^*.

Consistent with a physical interaction between LARK and the *E74* transcript, in vivo, we observed a genetic interaction between *lark^1^* and the *E74^BG01805^* allele. In our studies, we found that *E74^BG01805^* homozygotes survive to adulthood, presumably because the mutant retains residual E74 function (null E74 mutations are lethal). In contrast, the *lark^1^* mutation is a recessive lethal, although most mutant homozygotes survive until the early pupal stage (94±2.5% in the present study). Interestingly, only 12±2.7% of the homozygous *lark^1^; E74^BG01805^* double mutants survived to the early pupal stage; i.e., most of them died prior to or at the third-instar larval stage, indicating that the *BG01805* mutation enhanced the lethal phenotype of *lark^1^*. This observation also indicates that LARK is not absolutely required for synthesis of E74A; i.e., there must be some E74 synthesis in the complete absence of LARK, as the phenotype of the *lark^1^* mutant becomes more severe with decreased E74 gene function.

Perhaps more important, we found that overexpression of LARK suppresses the mutant phenotype of *E74^BG01805^*, as expected if LARK promotes E47 production. The *E74^BG01805^* mutation was generated by a “gene trap” insertion that includes a GAL4 coding segment downstream of the *E74* gene promoter in an orientation appropriate for expression under control of the promoter [48]. Thus, in *E74^BG01805^* mutants, GAL4 expression ought to be driven by the native promoter of the E74 gene. We introduced a *UAS-lark* transgene, genetically, into the *E74^BG01805^* background and examined eclosion in *E74^BG01805^* (*E74-Gal4*), *UAS-lark* and mutant control populations. We found that overexpression of LARK partially or fully suppressed night-time eclosion events for the *E74^BG01805^* mutant population on two consecutive days of LD (Figure 4).

**Figure 4:**
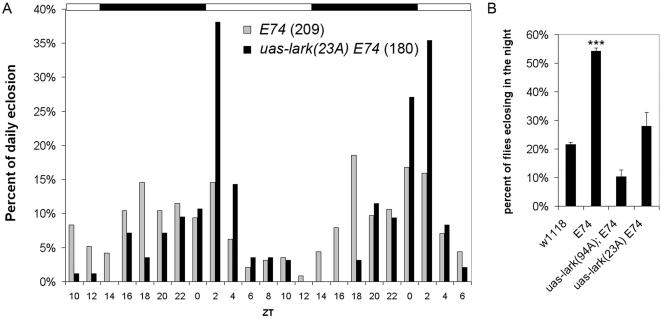
Overexpression of LARK suppresses the mutant eclosion phenotype of *E74^BG01805^* populations. A) Eclosion profiles of *E74^BG01805^* and *E74^BG01805^*, *UAS-lark^23A^* populations. The total number of flies that eclosed during the experiments are indicated in parentheses for each genotype. B) Percentages of flies eclosing between ZT10 and ZT22 are quantified for various genotypes. The data in panel B for the *E74* and *UAS-lark^23A^ E74* populations are from day one of the results shown in panel A. For panel B, n = 86 for *UAS-lark(23A)E74*. n = 183 for *UAS-lark(94A); E74*. n = 2544 for *w^1118^*. n = 1963 for *E74*. *** P<0.0001 compared to all other genotypes, based on Chi-sqare test for equality of distributions. Error bars represent standard error of the binomial distribution. E74 refers to *E74^BG01805^* ; 94A and 23A are two different independent strains carrying *UAS-lark* transgenes [28].

Previous research found that LARK abundance oscillates in a circadian manner [25]. If LARK facilitates translation of E74A, as suggested by results shown in Figure 2, then E74A protein abundance might show diurnal changes in abundance, in phase with LARK. To test this hypothesis, we examined E74A abundance in pharate adults at ZT15 and ZT23, time-points at which LARK abundance differs (i.e., it is lower at ZT15). We found that E74A abundance was extremely low in wild-type flies at the pharate-adult stage, and thus we could not reliably compare levels at the two different times of day. However, the pan-neuronal overexpression of LARK dramatically increased E74A protein at this stage, and there were corresponding diurnal changes in abundance (Figure 5). We note that pan-neuronal overexpression of LARK, using this particular Gal4 driver (*elav-gal4*) increases LARK abundance without significantly altering the phase of the LARK oscillation (unpublished results). These results suggest that rhythmic changes in LARK abundance may drive rhythms in E74 levels *in vivo*.

**Figure 5:**
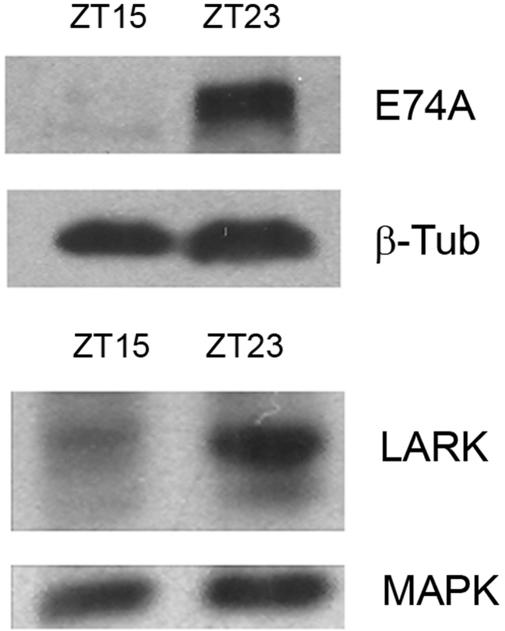
E74A protein shows diurnal changes in abundance. Western Blots show detection of the E74A (upper panel) and LARK (lower panel) proteins at ZT15 and ZT23 in pharate adults overexpressing LARK under control of the *elav-gal4* driver. Similar results were observed in two independent experiments.

## Discussion

### A biochemical genetic strategy to identify circadian targets of LARK

We have employed a microarray-based Ribonomics approach to define RNAs that are associated with LARK in vivo. This was followed by a phenotypic screen of relevant mutants to select functionally relevant targets from the candidate pool. Several lines of evidence suggest that many of the RNAs identified in our analysis represent *in vivo* targets of LARK. First, known targets of RBM4 (mLARK), a mammalian homolog of fly LARK, were identified in our studies. Second, most of the identified transcription units have features in common. Third, the overexpression of LARK caused increased abundance for two target-encoded proteins for which antisera are available. Fourth, consistent with a circadian role for LARK, target genes with circadian functions were identified. Lastly, we have documented genetic interactions between *lark* and one target gene (E74). Although direct binding of LARK to target RNAs has not been verified *in vitro*, the aggregate of our results suggests that many of these RNAs are biological targets of LARK *in vivo*.

### A large and diverse set of LARK target RNAs

Given that LARK is an essential protein with a broad expression pattern in the CNS and other tissues [49], it is not surprising that the protein interacts with a large and diverse set of RNA molecules. The protein may interact with distinct target RNAs in different cell types to regulate many cellular processes. As shown in Table S2, the putative target RNAs encode proteins that function in many different processes including neurotransmitter biosynthesis, synaptic transmission, membrane excitability, nuclear/cytoplasmic transport, signal transduction, cell adhesion, cell proliferation and cell death. This list of potential targets represents a good starting point for identifying LARK-regulated RNAs that function in diverse cellular processes.

Recent studies in other organisms have found that most cellular processes, including the cell cycle, are regulated by the circadian clock [50]–[52]. Taken together with the observation that LARK abundance shows diurnal changes in all neurons (V. Sundram and F. R. Jackson, unpublished results), a diverse set of LARK targets also suggests a broad circadian regulation of cellular events in the fruit fly and a critical role for LARK in regulating these diverse circadian outputs.

### How does LARK regulate expression of its target RNAs?

The RRM class of RNA binding proteins are known to function in post-transcriptional regulatory processes, including the control of RNA splicing, intracellular transport, stability and translation [30]. Interestingly, a mammalian homolog of LARK (mLARK or RBM4a) was found to be involved in splicing of its target RNAs [32], [53]. The observation that many of the transcription units expressing LARK target RNAs contain unusually large introns suggests that fly LARK might facilitate the splicing of such introns and thus regulate protein expression. Although the nuclear localization of LARK in most neurons suggests a role of LARK in splicing rather than translation, LARK is localized to the cytoplasm in subsets of neurons such as the Crustacean Cardioactive Peptide (CCAP) neurons in the ventral ganglia. In addition, it may be present at low abundance in the cytoplasm of all neurons. Furthermore, the protein probably shuttles between the nucleus and cytoplasm, similar to the behavior of mLARK [54], [55] to regulate translational events. We note that the majority of LARK target RNAs contain miRNA binding sites. Since miRNAs mediate repression of translation [34], it is possible that LARK functions with miRNAs to regulate the translation of certain targets, similar to that postulated for other RNA-binding proteins such as the Fragile×Mental Retardation Protein (FMRP, [56], [57]). The observation that LARK overexpression increases protein abundance for certain targets without altering RNA levels is also consistent with a role for LARK in the regulation of translation. Such a role was postulated for the mLARK protein in recent studies of the mammalian clock system [33]. Because increased LARK expression has only minimal effects on the steady-state levels of most of the putative targets, we think it is unlikely that the RNA-binding protein regulates stability for most of these mRNA molecules, although it may have such a function for a subset of targets.

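Grouped by the functions given in Table S2, the 79 targets common to both experiments had these RNA differences with LARK overexpression. The 12 signaling genes had a median log2 difference of -0.02 (range -0.56 to 0.75), the 5 ion channel genes 0.26 (range -0.91 to 0.57) and the 5 synaptic transmission genes 0.02 (range -0.52 to 0.35). For the 12 gene expression genes the median was 0.23 (range -0.38 to 0.80), for the 9 metabolic genes 0.21 (range -0.45 to 0.79) and for the 4 genes of transport between nucleus and cytoplasm 0.06 (range -0.84 to 0.56). Of the 6 genes of cell adhesion and the cytoskeleton, 5 lay above 0 and 1 below, with a median of 0.35 (range -0.04 to 0.63). The 4 other genes had a median of 0.30 (range -0.59 to 1.12) and the 22 genes of unknown function -0.13 (range -0.93 to 1.08). A difference over 2-fold occurred in 1 gene of each of these last groups. No gene of any class passed limma's test at an adjusted p under 0.05, and 1 of the 82 probe sets had an unadjusted p under 0.05, or 20 with a replicate block. The block with a trend and robust prior called 7 of the 79 genes, 5 higher and 2 lower.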

### Functions for LARK and certain target RNAs in Circadian Timing

Previous studies have shown that decreased or increased LARK expression results in altered rhythmicity, with overexpression of the protein leading to arrhythmicity for both the eclosion and locomotor activity rhythms [28]. As PER protein cycling appears to be normal in flies with increased LARK expression, the current model for the circadian function of LARK is that it modulates clock outputs, rather than regulating the central molecular oscillator[25], [28]. We note, however, that a mammalian homolog of LARK (mLARK or RBM4a) has been reported to function in the translational regulation of *mPer1* clock RNA [33]. Although our studies have identified many potential LARK target RNAs, the fly *Per* RNA is not among the collection. Thus, at present there is no evidence that *Per* represents a target of LARK in the fly circadian system.

Our ongoing behavioral screen has identified mutants of several different targets that exhibit altered locomotor or eclosion rhythms (Y.H., M.A.R. and F.R.J., unpublished results), suggesting a model wherein LARK regulates different output pathways by interacting with distinct RNA targets. Of the identified LARK targets, we have characterized one–E74–in some detail. E74 is one of several early response genes that are induced directly by ecdysone, the steroid hormone triggering insect ecdysis (reviewed in [43]–[45]). *E74* encodes two transcription factor isoforms, E74A and E74B, which act to induce and repress, respectively, transcription of downstream genes, thus achieving a precise regulation of the timing of downstream responsive genes during ecdysis [58]. We have documented a circadian phenotype in an *E74* mutant, suggesting that one or both of the E74 isoforms serves to regulate the circadian timing of adult eclosion. Interestingly, the ecdysis triggering hormone (ETH) promoter contains an imperfect E74 binding site [59], suggesting that E74 may also function in the epitracheal system to regulate expression of ETH. We point out that a circadian role for ecdysone and ecdysone-responsive genes in the regulation of eclosion is consistent with studies in other insects that have demonstrated a circadian synthesis of ecdysone [60] and with studies in *Drosophila* which indicate that the prothoracic gland (which synthesizes and releases ecdysone) contains a PER-based oscillator [61] that is required for normal eclosion rhythms [62]. It is an intriguing possibility that timed ecdysone release results in the activation of *E74* expression in neurons relevant for rhythmicity and that LARK serves a post-transcriptional role within such neurons that further coordinates the temporal expression of E74 protein and the daily gating of eclosion events.

## Materials and Methods

### Immunoprecipitation of LARK-RNPs

Our methods were previously described in reference [29]. Pharate adult brains of Canton-S wild-type flies were dissected in Drosophila SFM media (GIBCO 10797-017). Aliquots containing approximately 100 brains were flash frozen in liquid nitrogen and stored at −80°C. Dissections were carried out during the day (ZT0–ZT10) when LARK abundance is high. In order to minimize variation introduced by RNA amplification, a relatively large amount of tissue was used for the preparation of brain lysates (∼1000 brains per immunoprecipitation experiment). At the time of the experiment, brains were thawed in 150 µl polysome lysis buffer[31]. The tissues were dispersed by grinding gently with a plastic pestle. Because LARK is a nuclear protein, a MicroSon Cell Disruptor (Model XL2005) was used to break nuclear membranes. The output of the sonicator was set to low and brief (several sec) pulses were employed to break membranes. Small aliquots of the lysate were removed after each sonication pulse, stained with DAPI (Vector laboratories H-1200) and examined by florescence microscopy to determine the integrity of nuclei. When most nuclei were broken, the lysate was centrifuged at 14000×g for 10 minutes and the supernatant was saved. Ten µl of the supernatant was saved for the isolation of a total RNA sample. The remaining lysate (∼100 µl) was employed for immunoprecipitation of LARK-RNPs using 100 µl of affinity-purified anti-LARK antibody [25].

These experiments were carried out according to standard procedures [31] with the following modifications: 1. We used a large amount of starting material, i.e. ∼1000 hand-dissected Drosophila brains in each immunoprecipitation experiment. This ensured that we started with a large amount of LARK-RNPs. 2. We used very mild washing conditions after the immunoprecipitation. As a consequence, the IP sample contained most RNA species present in the total RNA sample. This is reflected by the observation that the number of genes detected in the IP arrays was similar to that detected in the total RNA arrays. 3. Equal amounts of RNA from the IP sample and from the total RNA sample were used for labeling and hybridization to the microarrays. This, combined with point 2 above, ensured that we detected a similar number of genes on the IP and total RNA arrays (e.g., 1880 for the IP and 2171 for the total RNA samples used in experiment one). In addition, the signal intensities of the arrays were also very similar. Thus, we were able to use normalization methods designed for regular expression arrays.

### Gene microarray analysis

Labeled RNAs were generated using the Affymetrix one cycle cDNA synthesis and IVT labeling kit (Affymetrix 900493, 900449) and hybridized to Drosophila whole genome microarrays (Affymetrix 900335). Microarray hybridization, washing and scanning were carried out on an Affymetrix Fluidics Station 400 and an Agilent GeneArray Scanner according to standard protocols provided by Affymetrix, Inc. For the identification of potential LARK targets, equal amounts of RNA (about 3 ug) from the total RNA sample or the immunoprecipitated LARK-RNPs were labeled and hybridized to Drosophila Genome Arrays chips. Due to the large amount of starting material (∼1000 brains per experiment), and the mild washing conditions employed after the IP, a similar spectrum of RNA species was detected in the IP and total RNA arrays; this facilitated normalization using the total intensity of the arrays. Signals were scaled to the same target intensity for the IP and total RNA arrays. Data were analyzed using the Affymetrix Microarray Suite 5.0. The default settings were used for all tunable parameters (i.e. tau = 0.015, α1 = 0.04, α2 = 0.06, perturbation factor = 1.1). The following criteria were used to identify a differential expression between samples: first, it was required that the signal for a given gene be identified as “present” in the experimental array; although it was considered acceptable that the signal for the same gene in the baseline array was “marginal” or “absent”. The total number of genes identified as “present” in the IP array was 1880 for experiment one and 1885 for experiment two. Second, we required a change in p value of less than 0.001 for an increase or greater than 0.999 for a decrease. Finally, it was a requirement that the signal log ratio was greater than 1 for an increase or smaller than -1 for a decrease, either of which translates into a two-fold difference in signal intensity between the two samples.

For comparisons between LARK overexpression and control flies, total RNA samples were prepared from adult heads of *elav-gal4/+; UAS-lark*/+ flies and *elav-gal4*/+; +/+ flies, respectively. About 10 µg of total RNA from each sample was used for labeling and hybridization to one gene chip. Three independent labeling and hybridization experiments were performed for each genotype. Raw data were normalized using the GCRMA package. After normalization, a filter was applied to select for genes that had a raw expression value of greater than 40 on at least one of the arrays. The filtered data sets were then analyzed using the R statistical software package with Bioconductor. Linear models were used in assessing the differential expression between conditions [63].

### Sequence analysis of putative LARK targets

The Multiple Alignment Construction and Analysis Workbench (MACAW) program [64] was used to identify common patterns in the 3′UTRs of the putative targets. UTR sequences for all target genes were downloaded from Flybase (Release 5.1, September 2006). For genes with multiple 3′UTR sequences, the longest sequence was used to represent the mRNA. An “A-rich” sequence was identified by the MACAW program as present in the 3′UTRs of the majority of the LARK targets. Due to the limitation of MACAW in handling large sequence sets, a custom-developed computer program was used instead to scan for such “A-rich” sequences in the 3′UTRs of genes expressed in pharate adult brains (i.e. genes detected by the microarrays in the brain total RNA samples) and in 3′UTRs randomly sampled from the whole genome. This program identifies sequence elements that are at least 15 nucleotides long with at least 75% of the sequence containing “A” residues. The frequencies of such 3′UTR A-rich elements were then calculated for LARK targets, brain total RNAs, and randomly sampled RNAs from the whole genome.

A database of intron number and size for all intron-containing genes of Drosophila was kindly provided by Flybase. Percentages were calculated for genes that contain at least one intron bigger than 10kb or 40kb for the whole genome pool, the pool of genes that were detected in the brain total RNA samples and the pool of LARK targets. Chi-square tests were performed to determine differences in frequency distribution for given intron sizes between the different types of gene collections.

To calculate the frequency of consensus miRNA sequences within targets, genes containing an annotated 3′UTR longer than 30 bp (i.e., long enough for miRNA binding) were scanned using the Drosophila miRNA database constructed by Enright et al [36]. Searches were performed for the LARK targets identified in each experiment (94 genes for experiment one and 127 genes for experiment two) and for genes that were identified in the total RNA sample for each experiment (1954 genes for experiment one and 1490 genes for experiment two). Searches also were performed on all 9805 genes in the fly genome that contain a qualifying annotated 3′UTR.

### Quantification of RNA and protein amounts

Total RNA samples were prepared from adult fly heads of either *elav-gal4/+; UAS-lark*/+ or *elav-gal4*/+; +/+ populations and reverse-transcribed into cDNAs using Superscript II-RT (Invitrogen). Quantitative PCR was performed in a Strategene Maxpro×using the SYBR green method. Primers used for amplifying Vap33-1 specific fragments were: CCGGCCGTCAAACAGGTG and TGCCCAGCAGGAGGCTAACG. Primers used for amplifying E74 specific fragments were: GGAGCGAATGGACAAGCTCA and GCTGTTGCAGGTGGTGCT. Primers used for amplifying the Rp49 specific fragments were as previously described [65].

The Vap33-1 and E74A proteins were visualized by Western blotting. Antibody for fly Vap33-1 was obtained from Hugo Bellen [66]. Antibody for E74A was provided by Carl Thummel [67]. Mature pupae containing pharate adult flies of either the *elav-gal4/+; UAS-lark*/+ or *elav-gal4*/+; +/+ population were homogenized in polysome lysis buffer [31] and the supernatants were separated by SDS-PAGE electrophoresis. Approximately 120 ug of total cellular protein was loaded in each lane. Protein blotting was carried out according to standard protocols. The intensities of bands on the blots were quantified using a Kodak image station 440 with the Kodak 1D 3.5 software.

### Stocks and behavior genetic screens

Mutants of LARK targets were obtained from the Bloomington, Szeged and Harvard/Exelixis stock centers and from GenExel, Inc. (Daejeon, South Korea). A recombinant chromosome carrying the *E74^BG01805^* insertion and a *UAS-lark* transgene was generated using standard genetic techniques. To screen mutant populations for altered eclosion rhythms, fly stocks were maintained in vials at 18°C under a LD 12:12 schedule for at least 5 days prior to adult eclosion. At the time of the eclosion experiment, the vials were cleared of adult flies at around ZT 11 and then examined at approximately ZT 0 to identify those with significant night-time eclosion. If a relatively large number of flies were seen at ZT 0, then the mutant was designated as having an early-eclosion profile. The vials were cleared of adults again at ZT 6 and then examined at ZT 11 to determine if a large number of flies emerged late in the daily gate; such mutants were presumptively designated late-eclosion strains. To examine complete profiles of population eclosion, cultures were maintained at 18°C in LD 12∶12 for at least 5 days prior to the eclosion experiment. At the time of the eclosion experiment, emerging adults were collected every two hours under the same LD 12∶12 schedule or in constant darkness (DD). A lamp with a 7.5 watt bulb and Kodak GBX-2 filter provided red light in DD.

To screen for mutants with a defective locomotor activity rhythm and to further characterize new activity mutants, stocks were raised at 25°C in LD 12∶12. After eclosion, newly emerged male flies were loaded into glass tubes with medium and monitored using the Drosophila Activity Monitoring (DAM) system. Activity was recorded at 23°C in LD 12∶12 for 3–4 days and then in constant darkness (DD) for at least 7 days. Activity data were analyzed for circadian periodicity using the Fly Toolbox algorithms developed by Levine et al [68]. Period was determined by periodogram analysis and the robustness of rhythmicity was examined using the Rhythmicity Index (RI) function of this package.

## Supporting Information

Table S1 (0.04 MB XLS)

Table S2 (0.09 MB DOC)

# Supplementary material for: The LARK RNA-Binding Protein Selectively Regulates the Circadian Eclosion Rhythm by Controlling E74 Protein Expression
**Source:** PLoS One. 2007 Oct 31;2(10):e1107. doi: 10.1371/journal.pone.0001107
**Supplement:** Table S2 — (0.09 MB DOC)

Supplemental Table 2. Functional classification of the 79 LARK targets common

to both immunoprecipitation experiments.

How the deposited data were processed for this re-analysis (not part of the article)

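The data are 6 Drosophila genome arrays of adult head RNA, 3 from flies that overexpress LARK in neurons and 3 from driver controls. The authors deposited linear signal intensity values, for which the submitters' processing notes name MAS5 without a version; the settings are not given in the sources used here. The paper's methods describe GCRMA normalization, a filter at 40 and linear models, so the normalization of the deposited intensity values and that of the paper are not the same. The raw images were not used here. The table holds 14010 probe sets, of which 44 are array controls; of the other 13966, the annotation gives 12443 a single gene symbol, 327 several and 1196 none. Lists were matched by symbol, and no symbol needed updating through its gene identifier.

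Values were converted to log2, probe sets above 40 on at least 1 array were kept (9432), and genotypes were compared with limma 3.58.1 in R 4.3.3, with 2-sided tests and Benjamini-Hochberg adjustment over the kept probe sets. A change was called at an adjusted p under 0.05. Target genes and their probe sets were taken from Table S1, and a gene with several probe sets was given their mean log2 difference. Of the annotated probe sets listed only for experiment 2, 58 of 62 belong, by the array annotation, to another gene of the same list. The annotation named a gene other than the listed one for 1 of 53 in experiment 1 only and 4 of 63 in both. Whether those genes are of the same list was not counted. Gene names of probe sets follow the annotation. Set tests used camera with a preset correlation of 0.01 and with an estimated one. The estimated correlation lay between 0.21 and 0.90 for the lists, and no list passed with it. A list that failed it is therefore not shown to be unchanged. Target shares were set beside 10000 random lists matched on signal in 10 bins.

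Replicate numbers mark a shared hybridization day and scaling, so they pair the arrays. The deviations of arrays of the same number from their genotype means had correlations of 0.0936, 0.172 and 0.0256 across probe sets, which are not independent replicates. For arrays of different genotype and different number these ran from -0.212 to 0.102, so pairing was weak by this measure. Because of the shared day and scaling, a replicate block is given as well, and it ends the call of every single probe set. A day block is the identical fit. Tests on simulated data with 9432 probe sets recovered 85 of 100 probe sets changed by 2 on the log2 scale and 100 of 100 changed by 3 for the genotype comparison, with 47 false calls (20.3% of its calls) and 13 calls where no change was simulated. With a replicate block these were 44, 71, 2 (1.71%) and 0, and with a trend and robust prior added 53, 78, 4 (2.96%) and 0. The simulated noise was independent between probe sets, with a common shift per replicate and no array set apart from the others. No change under 2 on the log2 scale was simulated, so these rates need not hold for the real arrays.

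The comparisons, the gene lists, the rule for named genes and the alternatives of scaling, offset, floor, filter, variance prior, block, way of counting targets and left-out array were set before the data were examined. The rule names lark, the genes the paper names, the 10 largest rises and falls past the test with no overlap between genotypes, the 5 largest rises and falls over 2-fold among the targets, and from each list up to 4 members past the test or otherwise the 2 with the highest signal. Of these, rl and w were not measured by name. The Table S1 values had been seen when the rule was set. After seeing the data, 5 alternatives were added: the gut and reproductive tract list without 2 cuticle protein genes, the replicate block with an intensity trend and robust prior, days 2 and 3 alone, and LARK overexpression array 1 against the 3 control arrays, without and with centering of each array. The centered form was added after the uncentered one had been run, because the scaling of array 1 is not balanced by the control arrays in the uncentered form. Leaving out each array was also repeated on centered arrays, after the data were seen, for the same reason.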

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

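The tests of explanations, the count of other groupings of the arrays and the fit to days 2 and 3 alone in this part were all chosen after the result was seen.

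The gut and reproductive tract list, which includes 2 adult cuticle protein genes, had a median log2 difference of 1.659 with LARK overexpression. That of the immune list was 0.886, in data the paper did not analyse further. Neither passed camera with an estimated correlation (adjusted p = 0.293 and 0.863), with which no list passed. The difference was larger on days 2 and 3 than on day 1. The gut and reproductive tract list had 57 genes on the array by name, and only the 26 above 40 on at least 1 array were measured. This filter also keeps genes that are high on LARK overexpression arrays alone, which can raise the median of the list. The muscle list had a median of 0.15 and did not pass (adjusted p = 0.0536, and adjusted p = 0.991 with an estimated correlation), with 1 of 17 genes past the test. It passed without any 1 LARK overexpression array (adjusted p = 0.000161, 0.00207 and 0.00475 without replicates 1, 2 and 3), without control replicate 2 (0.013) or 3 (9.6e-07), with 16 added (2.8e-06), with a filter above 100 (0.0001) and on days 2 and 3 alone (0.0101), but not without control replicate 1 (0.129), with quantile normalization (0.901), centering (0.399), a floor at 40 (0.218), the filter on all 3 arrays of a genotype (0.139) or a replicate block (0.376). Act88F read 91 on array 1 and 2989 and 3294 on arrays 2 and 3, and Drs, an antifungal peptide gene, had a mean of 2671 against 619 in the control. Both were named outside the rule set before the data were examined, and 0 of the 18 immune genes passed limma's test. Of 121 probe sets called higher on days 2 and 3 alone, 73 had the same direction on day 1 and 10 were over 2-fold, against 36 and 31 of the 43 called lower.

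The gut and reproductive tract list differed by a median of 1.514 between LARK overexpression arrays 2 and 3 and array 1. For a control array it differed by at most 0.1275, the value for the same days. Only 8 of its 26 genes were above 40 on all control arrays, so the controls cannot show labeling spread or a day effect for the others. The immune list, with 11 of 18 genes above 40 there, differed by 1.069 with LARK overexpression and by -0.096 in the control. For the immune genes these values argue against hybridization day, and against labeling spread of the size seen among control arrays. Array 1 was not a control array by its 3′ to 5′ ratio of eIF-4a, 6.52 against at most 3.019 in the controls. The median of the gut and reproductive tract list was 0.3358 on day 1 against 1.531 on day 3. It cannot decide on an effect of LARK overexpression alone, since the filter also keeps genes high on arrays 2 and 3 alone. Besides, 17 of the 26 genes were higher on all 3 days. The immune list, at -0.04, 1.23 and 1.21 on days 1, 2 and 3, is harder to reconcile with such an effect alone, although day 1 is 1 pair of arrays. RNA from tissue outside the head in the RNA of arrays 2 and 3 is a candidate source that stays open: 76.9% of the 26 genes were higher on both arrays than on array 1 (46.2% in the controls), short of the 80% set for this test, and the series' description gives 1 RNA sample for all 3 arrays. Of these genes 8 were above 40 on all control arrays, as were 11 of the 18 immune genes and 14 of the 17 muscle genes, so the heads also express part of the lists. Without the cuticle genes the share was 79.2%. Both shares cover only genes that passed the filter, which also keeps genes high on arrays 2 and 3 alone, so they may be too high. In a split made after the values were seen it was 14 of 15 digestive enzyme genes (8 in the controls), 4 of 5 eggshell genes (2) and 1 of 4 testis genes (2).

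The 3′ to 5′ signal ratio of control transcripts was higher with LARK overexpression on all 3 days, by 2.177 times for eIF-4a and 2.505 times for actin (exact permutation p = 0.1 for each, the smallest that 3 arrays against 3 allow). Among 4 poly-A control transcripts of the array, the largest ratio between the genotypes was 1.009. The paper does not say whether these transcripts were added to the RNA, and without them the ratios would be those of background. The labeling reaction therefore stays open. Lower integrity of the LARK overexpression RNA may account for it, since GAPDH also had a higher ratio, by 1.309 times (exact permutation p = 0.2). An effect of LARK overexpression on these transcripts stays open, as the series' description gives 1 RNA sample for each genotype.

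None of the 146 probe sets past the test was a target. The paper mentions significant changes in RNAs other than targets and did not study them further. A floor at 40 called 0 probe sets. Of the 10 groupings of the 6 arrays into 3 and 3, 1 gave as many calls, the real one, and the highest other gave 4; this grouped LARK overexpression array 1 with control arrays 1 and 3, and the 3 others that part the arrays of every day gave 0. The 10 groupings are too few for a share under 0.05. For targets the real grouping gave 0 calls, so that all 10 groupings give as many is fixed in advance and says nothing; the highest other was 0. With a replicate block the real grouping gave 0 calls.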

How the results depend on the processing

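The alternatives set before the data were examined are given first; the replicate block with an intensity trend and robust prior, days 2 and 3 alone, and LARK overexpression array 1 against the 3 control arrays (with and without centering), and the gut and reproductive tract list without 2 cuticle protein genes, were chosen after seeing the data. With 32 probe sets higher and 114 lower as the starting point, quantile normalization gave 10 higher and 108 lower, centering each array 8 and 74, adding 16 before the log 113 and 129, a floor at 40 0 and 0, no filter 1 and 11, a filter above 40 on all 3 arrays of a genotype 97 and 182, a filter above 100 108 and 106, an intensity trend and robust prior 92 and 138, and a replicate block or a hybridization day block 0 and 0. Of the 146 calls, 55 were shared with quantile normalization and 53 with centered arrays. Leaving out 1 array gave 19 to 156 higher and 15 to 309 lower, and 0 to 423 higher and 0 to 297 lower on centered arrays. The day scalings no longer cancel when 1 array is left out, as the median log2 difference shows (-0.34 without LARK overexpression replicate 1 and 0.16 without control replicate 1). The trend with the block gave 142 and 429, days 2 and 3 alone 121 and 43, and array 1 against the controls 10 and 46, or 0 and 0 with centered arrays.

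The 7 targets of experiment 1 over 2-fold became 12 with centering, 3 with 16 added, 0 when an adjusted p under 0.05 was also asked, 6 to 17 with 1 array left out, 11 on days 2 and 3, and 27 for array 1 against the controls (11 centered). The 11 of experiment 2 became 7 with quantile normalization, 3 with 16 added, 7 with the floor, 0 with the adjusted p, 9 to 18 with 1 array left out, 18 on days 2 and 3, and 5 for centered array 1. Targets of experiment 1 past the test numbered 0, and 1 with quantile normalization or centering, 2 with 16 added, 3 with the filter on all 3 arrays, 2 above 100, 2 with the trend, 0 to 1 with 1 array left out (0 to 9 on centered arrays), and 15 with the block and trend. Those of experiment 2 numbered 0, and 1 with 16 added, with the filter on all 3 arrays or with the trend, 0 to 2 with 1 array left out (0 to 13 on centered arrays), 15 with the block and trend and 2 on days 2 and 3. The percentile of the share over 2-fold in experiment 1 ranged from 0.35 to 97.58 with 1 array left out and was 99.89 for array 1 against the controls (83.93 centered).

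The number of lists past camera was 2, and 5 with quantile normalization, 4 with centering, 5 with the floor, 4 above 100, 4 with the block, 2 to 4 with 1 array left out, 7 on days 2 and 3, 0 for array 1 against the controls (0 centered) and 0 with an estimated correlation. The gut and reproductive tract list still passed without its 2 cuticle protein genes. For array 1 against the controls, where the control arrays alone give the spread, the median of the immune list was 0.3696 (0.1462 centered), above 0 but below that of all kept probe sets (0.4684, or 0.245 centered), which is all that the reversed direction of its set test reports (adjusted p = 0.9346 and 0.8774). List members past the test numbered 15 (14 genes, as Obp99b is in 2 lists), and 31 when adjusted over each list alone. Of 28 called named probe sets, 12 kept their call with quantile normalization, 12 with centering, 26 with 16 added, 8 without a filter, 20 with the trend, 13 to 28 with 1 array left out, and 0 with the floor or the block; no called value changed sign there, while up to 7 values that had passed no test did. The cause of these changes was not tested, apart from the scaling named above. Most falls end at signals at most 40, where values near background can enlarge the fold. The log2 difference of CG31998, for example, was -4.60, or -0.66 with a floor at 40.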

Differences from the paper's values

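The alternatives named below were set before the data were examined, except where stated.

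The paper gives 14.6% (21 of 144) targets of experiment 1 with a change over 2-fold, and the deposited values give 4.86% (7 of 144). The numbers of target genes, 144 and 151, match. Among these alternatives the value came within 1.5 times of the paper's without LARK overexpression replicate 2 (15 genes, 10.4%) and without control replicate 1 (17 genes, 11.8%). It differed under quantile normalization, centering, 16 added, a floor at 40, no filter, both stricter filters, a trend and robust prior, both blocks, each other left-out array, any listed probe set, probe sets that genes cannot share, arithmetic means, and 2-fold with an adjusted p. Some settings chosen after seeing the values also came within 1.5 times: array 1 against the controls (27 genes, all higher, with the scaling of array 1 not balanced by the controls; 11 genes with centered arrays, which is not within 1.5 times), and centered arrays without LARK overexpression replicate 1 (18 genes), LARK overexpression replicate 2 (16), control replicate 1 (16) or control replicate 3 (14). The paper's text does not name its 21 genes, so how many of them each setting drops was not counted.

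For experiment 2 the paper gives 16.6% (25 of 151) and the deposited values give 7.28% (11 of 151). Among these alternatives the value came within 1.5 times without LARK overexpression replicate 1 (18 genes, 11.9%) and without control replicate 2 (18 genes, 11.9%), and it differed under all others, which are those named for experiment 1 and the remaining left-out arrays. Without control replicate 2, 15 of the 18 were lower and the median log2 difference of the kept probe sets was -0.25, as the day scalings no longer cancel. Centered arrays without this replicate, a setting chosen after seeing the values, gave 9 genes, which is not within 1.5 times. Days 2 and 3 alone (18 genes) and centered arrays without LARK overexpression replicate 1 (23 genes), both chosen after seeing the values, also came within 1.5 times. The paper's 25 genes are not named in its text either.

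The paper states that most targets show no significant effect, and 0 of the 210 target genes that were tested passed here. The other 6 were at most 40 on all arrays. This test rarely calls changes near 2-fold: all 146 calls on these arrays were over 2-fold, and Lk6 at -1.71 did not pass (adjusted p = 0.0985 from limma). The 0 therefore does not show that target levels were unchanged. The replicate block with an intensity trend and robust prior, chosen after seeing the values, called 23.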

Other observations

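This part reports lists fixed before the data were examined, and the calls are those of limma and camera as in the processing summary. Of 20 phototransduction genes none passed the test, with 17 below 0 and a median log2 difference of -0.33, or -0.13 with centered arrays. The median was 0.08 on day 1 and -0.49 and -0.53 on days 2 and 3, and 6 genes were lower on all 3 days. The camera adjusted p was 0.101, or 0.00699 with quantile normalization, and adjusted p = 0.991 with an estimated correlation. The arrestin genes Arr1 and Arr2, among the strongest signals of the head, had log2 differences of -0.33 each. Of 16 neuropeptide and eclosion hormone genes 0 passed, or 1 lower when adjusted over the list alone, with 13 below 0 and a median of -0.24 (adjusted p = 0.0894; 0.031 with quantile normalization, 0.0456 with a floor at 40, 0.0379 and 0.0205 with the stricter filters; and adjusted p = 0.991 with an estimated correlation). The day medians were -0.05, -0.53 and -0.53. Nplp2 and Nplp3 had log2 differences of -0.21 and 0.45.

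Of 28 RNA-binding protein genes 22 lay below 0, with a median of -0.18, or 0.02 with centered arrays (camera adjusted p = 0.0601; 0.0283 with a replicate block, 0.00289 with quantile normalization, 0.0294 with centered arrays, 0.0139 with a floor at 40 and 0.0435 without control replicate 2). With an estimated correlation it did not pass (adjusted p = 0.991, or 0.892 with the block). Rbp9 had a log2 difference of -0.51 and B52 of -0.14, or 0.07 with centered arrays. The 11 core clock genes had a median of -0.07, or 0.13 with centered arrays, and cry and tim had log2 differences of -0.51 and 0.19. The 14 ecdysone genes had a median of -0.21, with MsrA at -0.32 and ImpL2 at 0.09. The 32 ribosomal protein genes had a median of -0.16, or 0.04 with centered arrays, with RpS7 at -0.25 and RpS20 at -0.16, the latter 0.04 with centered arrays. The 10 glycolysis genes had a median of 0.10, with Gapdh1 at 0.10 and Ald1 at 0.13. The 11 heat shock genes had a median of -0.02, or 0.18 with centered arrays, with l(2)efl at -0.47 and Hsc70-4 at -0.36. The 12 eye pigment genes had a median of 0.03, with se at 1.19 and pr at 0.53. No gene of these lists passed limma's test on all arrays, and apart from the RNA-binding protein settings named above and the ribosomal list on days 2 and 3 alone (adjusted p = 0.0101), a setting chosen after seeing the data, their camera adjusted p lay above 0.05.

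Single genes rose in 4 further lists, each with a set test that did not pass. These were 1 of 13 glia genes, 2 of 13 genes of the head fat body and of sex-dependent expression, 1 of 92 detoxification genes and 1 of 20 odorant-binding and chemosensory genes, with medians of 0.00, -0.27, -0.02 (0.18 with centered arrays) and -0.16 (0.05 with centered arrays). Among genes the paper names that are not targets, per and RpL32 had log2 differences of -0.07 and -0.18, or 0.13 and 0.02 with centered arrays, and ETH was at most 40 on all arrays, with mean signals of 5.93 and 14.3. DptB, an antimicrobial peptide gene, had a log2 difference of 1.11 (standard error 0.54, adjusted p = 0.495 from limma).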
